# Transcriptomic analysis of midbrain and individual hindbrain rhombomeres in the chick embryo

**DOI:** 10.1038/sdata.2014.14

**Published:** 2014-07-22

**Authors:** Leigh Wilson, David Chambers

## Abstract

The anteroposterior compartments of the developing hindbrain (rhombomeres [r]) are normally patterned by the combinatorial action of distinct Hox genes. Using Affymetrix GeneChips to define the repertoire of genes regulated in each rhombomere, we have performed a systematic survey of the transcriptional status of individual segments of the developing chick hindbrain (r1-5) at a key stage of early development (HH11) and identified hundreds of previously un-described genes expressed in this region. For comparative purposes, we have also included the adjacent region of the embryonic midbrain (m) in our dataset. In summary, six different embryonic brain regions (m, r1, r2, r3, r4 & r5) are represented by biological duplicates to give a raw dataset comprised of 12 individual Affymetrix GeneChip Cel and CHP files. These data give an opportunity to assess the genome-wide complexity of gene expression during patterning of the chick developing midbrain and hindbrain, and may be relevant to extending our understanding of the genes regulated by Hox family transcription factors.

## Background & Summary

The vertebrate central nervous system (CNS) consists of thousands of distinct neuronal cells, each with unique molecular genetic profiles, organised into complex patterns of circuitry that ensure appropriate functional output. A key goal of modern developmental neuroscience is to unravel the molecular logic that first establishes the diversity in neuronal cell type and subsequently dictates their development into integrated higher order networks. Recent years have seen considerable progress in establishing the initial framework that underpins the acquisition of neuronal identity. Several lines of evidence have shown that cells are specified in discrete steps within the neuroepithelium influenced by the anteroposterior (AP) and dorsoventral (DV) position of the precursor cell. In response to diffusible molecular cues released by discrete cell groups known as local organisers a series of high level ‘selector’ genes establish the first molecular co-ordinates that imprint progenitor cells with an outline fate^1–3^. However, despite this being a well-recognised and investigated paradigm, we still remain relatively ignorant of the repertoire of subsequent molecular ‘effectors’ that then impart specific facets of neuronal phenotype, behaviour and connectivity. The developing vertebrate hindbrain and the adjacent mid-hindbrain boundary (MHB) signalling centre provide the ideal accessible systems in which to examine the molecular controls underpinning the emergence of neuronal diversity^4–7^.

The Hox family of homeodomain transcription factors are key determinants of cell specification and identity during animal development^8,9^. However, despite their well-defined roles in the establishment of anteroposterior (AP) pattern and considerable research into their mechanism of action, relatively few target genes have been identified in the downstream regulatory network (e.g., ref. 10). We have sought to investigate this issue, focusing on the developing hindbrain and the cranial motor neurons that arise from this region. The reiterated cell lineage-restricted anteroposterior compartments of the developing hindbrain (rhombomeres (r)) are normally patterned by the combinatorial action of distinct Hox genes^7,11–14^.

Exploiting the relationship between early anatomical distinctions and key selector gene activities of these territories we have generated highly representative and validated genome-wide expression libraries for each division of the hindbrain (rhombomeres) and the caudal portion of the midbrain. Our dataset comprises systematic surveys of the transcriptional status of individual segments of the developing chick hindbrain (r1-5) and the adjacent region of the embryonic midbrain (m) during the HH11 stage of chick development. In summary, six different embryonic brain regions (m, r1, r2, r3, r4 & r5) are represented by biological duplicates to give a raw dataset comprised of 12 individual Affymetrix GeneChip Cel and CHP files.

These data can be exploited to investigate how neuronal specificity is achieved by the recruitment of effector genes and will afford insights into 3 key areas;

- What and how are the developmental genetic factors used in response the patterning influences of the mid-hindbrain signalling centre?
- For the understanding of how Hox genes and signalling molecules drive downstream networks of effector gene activity
- Driving the differentiation of embryonic-derived stem cells towards specific fates

A more complete understanding of the molecular logic of neuronal specification and how patterning instructions are relayed to a defined set of cellular cues is a prerequisite to expanding out knowledge of nervous system function in health and disease and for developing rational approaches to progressing stem cells towards a defined fate for use in restorative medicine.

This study complements our previous approaches to address similar questions in the chick and mouse developing midbrain and hindbrain^4–6^. These mouse and chick parallel datasets can be used to define the underlying conserved genetic modules controlling the equivalent patterning processes in the midbrain and hindbrain as well as serving to cross validate each other. Similarly, these data will offer insights into the molecular mechanism that underpin the fundamental patterning differences between mouse and chick. For example, the migration of cell bodies of the r4-derived facial motor nucleus differs between the two species and the molecular genetic control of this is likely to be reflected in the array data sets.

## Methods

### Developing brain tissue collection

Neural tubes from stage-matched embryonic day (E) 3 [HH11] chick embryos were isolated from surrounding ectoderm and mesoderm as follows; embryos were removed from the egg, washed in phosphate buffered saline (PBS) for 5 min and then transferred to 1 mg/ml Dispase for 5 min. Mechanical dissection with sharpened tungsten needles was used to isolate the entire neural tube free of mesoderm and ectoderm. The characteristic neuromeric landmarks of the developing neural tube were used to guide the dissection (Figure 1a). Neural tubes were returned to PBS and divided into the appropriate midbrain (m) and rhombomere (r1-5) sections (Figure 1b).

### RNA extraction

Total RNA was isolated from each pool using the Absolutely RNA microprep kit in conjunction with DNase-treatment (Agilent Technologies). Tissue samples collected by the above criteria but on different occasions by the same operator were designated as biological replicates. Thus, each region of the neural tube is represented by duplicate pools (denoted as sets 1–2).

### RNA labelling & oligonucleotide array

Labelled extracts, for processing on microarrays, were generated from 10 ng of total RNA by the NuGen Ovation V2 protocol (NuGEN Technologies Inc). Labelled extracts (7 μg SPIA-generated cDNA) for each sample were hybridised to Affymetrix Chicken GeneChips at 45 °C for 20 h before being washed, stained (GeneChip® Fluidics Station 450) and scanned (GeneChip Scanner 3000 7G) as per manufacturer’s instructions (NuGen Technologies Inc & Affymetrix) to produce DAT files, and as described in ref 3.

### Probe-level intensity estimation

The DAT file contains generated from the Affymetrix scanner contain multiple pixel intensity values for each probe on the GeneChip. The DAT files are processed by the Affymetrix image analysis package (MAS, GCOS or AGCC) into a Cel file format that represents a single intensity value (i.e., the multiple pixel intensity values are collapsed into a single value) for each probe on the array (Table 1). For this Affymetrix data format, the Cel files comprise signal intensity values for both the perfect match (PM) probes and the mismatch (MM) probes. The MM probe sets differ from the PM by a single base at position 13 in the probe sequence (25-mer) and are designed to give a quantitative measure of ‘non specific’ binding to the PM. Depending of the type of further bioinformatic analysis chosen, each PM intensity value may be ‘adjusted’ by the cognate MM value (e.g., MAS5 & GC-RMA pre-processing) or left unaltered (e.g., RMA pre-processing).

### Gene-level expression

For the Affymetrix Chicken GeneChip used here, each gene sequence is represented by 11 independent probes on an array. The final expression value for a transcript is derived from the Cel file by summarisation. This is a process where the 11 probe set intensity values are transformed into a single value that is used to represent the expression level. The data files described here have been summarised by the Affymetrix MAS5 algorithm and represented in the CHP (txt) files. These txt files therefore contain information on each probe set identity, a single expression value and some biological descriptors of the gene identity and function. In addition, Affymetrix associate a ‘flag’ designation for each gene expression value that represents measure of the signal reliability; P (Present). M (Marginal) & A (Absent). Thus, the MAS5 processed expression values have been adjusted for the signals detected by the MM probes (Table 2). However, MAS5 pre-processing of the Cel files is just one of a number of algorithms that can be used to summarise the data. Other options for Cel summarisation include the RMA, GC-RMA and PLIER algorithms. Each of these processes transforms the Cel file data in a different way and results in unique profile of gene expression values following summarisation. The choice of a Cel file processing algorithm is user defined.

## Data Records

A raw dataset, comprised of 12 individual Affymetrix GeneChip Cel and CHP files, representing biological duplicates of six different embryonic brain regions (m, r1, r2, r3, r4 & r5, Set 1 & 2) is deposited in the Gene Expression Omnibus (Data Citation 1).

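The midbrain (m) and rhombomeres r1 to r5, the segments of the hindbrain neural tube, were each measured on 2 Affymetrix Chicken GeneChips. The 2 arrays of a region carried cDNA from pools of tissue collected on different occasions, denoted set 1 and set 2, so that the 12 arrays give n = 2 for each of 6 regions. The paper gives the stage as HH11 and the treatment with Dispase, an enzyme that frees the neural tube from adjoining tissue, as 5 min, whereas the sample labels give HH10 and 15 min. The authors amplified cDNA from 10 ng of total RNA and summarised the probes of each probe set by MAS5 into 1 signal, an intensity on a linear scale adjusted for the mismatch probes. The deposited signals covered 38535 probe sets, of which 96 were AFFX controls, with a lowest signal of 0.00878. The arrays were not on a common scale: the median signal of an array was 5.01 to 9.67 in m, r1 and r2, 4.19 to 4.89 in r4 and r5, and 2.27 and 4.35 in r3. Each array was therefore divided by its median over the other 38439 probe sets, as in the paper's global normalisation, and multiplied by the mean of the 12 medians, 5.90. Scaled signals under the pooled 20th percentile, 1.03, were raised to it before log2 was taken, so that the fold change of a gene near this floor is understated. The Present, Marginal and Absent flags were not used here, and in their place a probe set was kept if its signal was above the array median in both arrays of at least 1 region, which left 21731 probe sets. Regions were compared with limma over all 12 arrays, which share 1 estimate of the spread between pools (6 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method. In the space of the principal components given below, the r3 pools lay farther apart than those of any other region. A shared estimate can then make p-values too small for r3 and too large for the other regions. Of the other probe sets, 27168 carry 1 gene symbol, 177 several and 11094 none. On the gene lists and for the genes the paper names, a gene with several probe sets is given by the one with the highest mean signal. A gene named for the largest change of a contrast can instead be given by the probe set with that change. The number of arrays limits the precision of every value.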

## Technical Validation

### RNA extraction

Prior to further processing, the integrity of the RNA was monitored on a Bioanalyzer *via* mRNA Pico chips. Total RNA populations derived from each neural tube segment each recorded RNA Integrity numbers greater than 7 (Figure 2; Agilent Technologies Ltd).

### RNA amplification & labelling: NuGen ovation V2 & biotin module

Aliquots of m-r5 set 1 & m-r5 set 2 NuGen Ovation V2 SPIA amplifications were analysed by both agarose gel electrophoresis (Figure 3) and spectrophotometry. The yield of the SPIA amplification reactions was >7 μg from 10 ng total RNA in all samples. The analysis of 1 μl of the SPIA reaction volume (i.e., amplified cDNA; 35 μl total final volume) was visualized on an agarose gel. The upper size limit of around 1-2 kb, with the majority ‘smear’ of the amplified cDNA below 600 bp and equivalent yields, indicated reaction efficacy. To minimize potential variation introduced by batch effects, all samples were processed in parallel using reagents assembled from a master mix (sufficient for all 12 samples). Therefore, the main source of variation in the dataset will be from either collection of the biological replicates or the inherent variation between the different brain regions under study.

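Some genes of neural tube patterning, given here as examples, differed widely between the regions. EN1, a homeobox gene of the midbrain and the mid-hindbrain boundary, had a scaled signal of 1177 ± 22.3 (SD, n = 2 pools) in m and 19.9 ± 14.2 (SD, n = 2) in r5. PAX6, a paired-type homeobox gene, ran the other way, from 6.50 ± 0.679 (SD, n = 2) in m to 904 ± 137 (SD, n = 2) in r3. CYP26C1, which encodes an enzyme that breaks down retinoic acid, was at 47.6 ± 10.0 (SD, n = 2) in m and 1762 ± 231 (SD, n = 2) in r3. The r3 arrays stand apart from the others in the signal of control transcripts, as given below. Over all 21731 probe sets, 69.9% of the sum of squares of the log2 signal lay between the 6 regions, 5.25% between set 1 and set 2, and 24.8% in neither. Unfiltered values with no structure would give 45.5%, 9.09% and 45.5%. The filter asks for both arrays of a region, which can raise the share between regions by itself, and that share was lower without it. Without both r3 arrays the shares were 63.1%, 7.34% and 29.5%.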

### GeneChip hybridization

Following application of the labeled extracts to Chicken Genome GeneChips the efficacy of the hybridisation was monitored across the dataset using the following criteria: Average Background=28–34, Raw Q=0.6–0.82 and %*P*=26–45. 

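In r3 the signal at the 5′ end of 3 common transcripts was low relative to that at their 3′ end. For beta-actin, a protein of the cytoskeleton, the signal of the 3′ control probe set over that of the 5′ one was 181 and 70.0 on the 2 r3 arrays, 22.0 to 44.7 on the arrays of r4 and r5, and 7.15 to 13.3 on those of m, r1 and r2. For GAPDH, an enzyme of glycolysis, the ratio was 41.7 and 42.9 in r3, 0.941 to 7.49 in r4 and r5, and 0.957 to 1.48 in m, r1 and r2. For EF1a, a translation elongation factor, it was 360 and 113 in r3, 3.67 to 17.2 in r4 and r5, and 1.98 to 3.80 in m, r1 and r2. Each of the 3 ratios was higher on both r3 arrays than on any array of the other 5 regions, and a ratio within an array is not affected by scaling. The share of all probe sets with a deposited signal above 20 was 13.5% and 21.4% in r3, 23.6% to 27.1% in r4 and r5, and 28.3% to 37.1% in m, r1 and r2. The 3′ over 5′ ratio differs mostly between regions. As a covariate in the comparisons below it was fitted beside the region means. Its slope then rests only on the gaps between the 2 arrays of each region. This slope is carried over to the gaps between regions, which makes the region differences imprecise. A call lost with this covariate therefore does not tell an effect of the ratio from one of the region. The average background, Raw Q and %P of the scans were not analysed here.

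**Figure D1:**
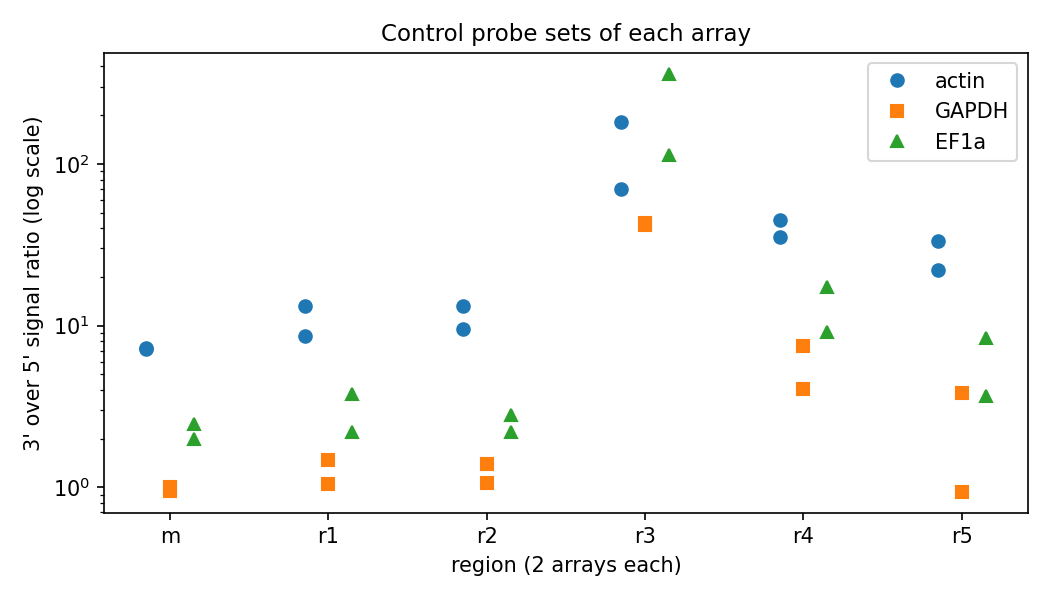
Ratio of the 3′ to the 5′ control probe set signal of beta-actin (circles), GAPDH (squares) and EF1a (triangles) on a log scale, for each of the 12 arrays by region. The r3 arrays have the highest values of all 3 transcripts, 70.0 and 181 for beta-actin.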

In each case, all QC metrics were within the recommended manufacturers’ range.

### Proof of concept

The relationship within and between biological replicates (m—r5, sets 1-2) was investigated using PCA. ‘Following normalisation (Global to 50th percentile and scaling to median of each gene’s expression level across the whole experiment [m-r5, sets 1 & 2]) and the removal of non expressed genes (i.e., genes defined as absent or marginal [Affymetrix Flag designates] in 2 of 2 biological replicates) and Affymetrix control signal (AFFX controls), the overall distribution of gene expression levels for each sample was examined with PCA (Figure 4; PCA 1=38.3%, PCA 2=12.7%, PCA 3=9.647%). 

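The first principal component of the 12 arrays held 44.6% of the variance, the second 12.1% and the third 9.09%, over the 21731 log2 values centred on the median of each probe set. On the first component the 2 r3 arrays lay at −4.75 and −2.94 and the m arrays at the other end, at 1.73 and 1.77, in units of the square root of the percent share. The arrays of r1 lay at 1.61 and 1.32, those of r2 at 1.14 and 0.84, those of r5 at 0.09 and 0.10, and those of r4 at −0.94 and 0.03. The mean log2 ratio of the 3′ over the 5′ control probe sets, which differs between the regions as given for beta-actin, GAPDH and EF1a, was 7.12 and 6.12 in r3 and 1.28 and 1.36 in m. Along the second component, m (1.03 and 0.99) lay opposite r4 (−1.30 and −1.25) and r5 (−1.15 and −0.82).

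**Figure D2:**
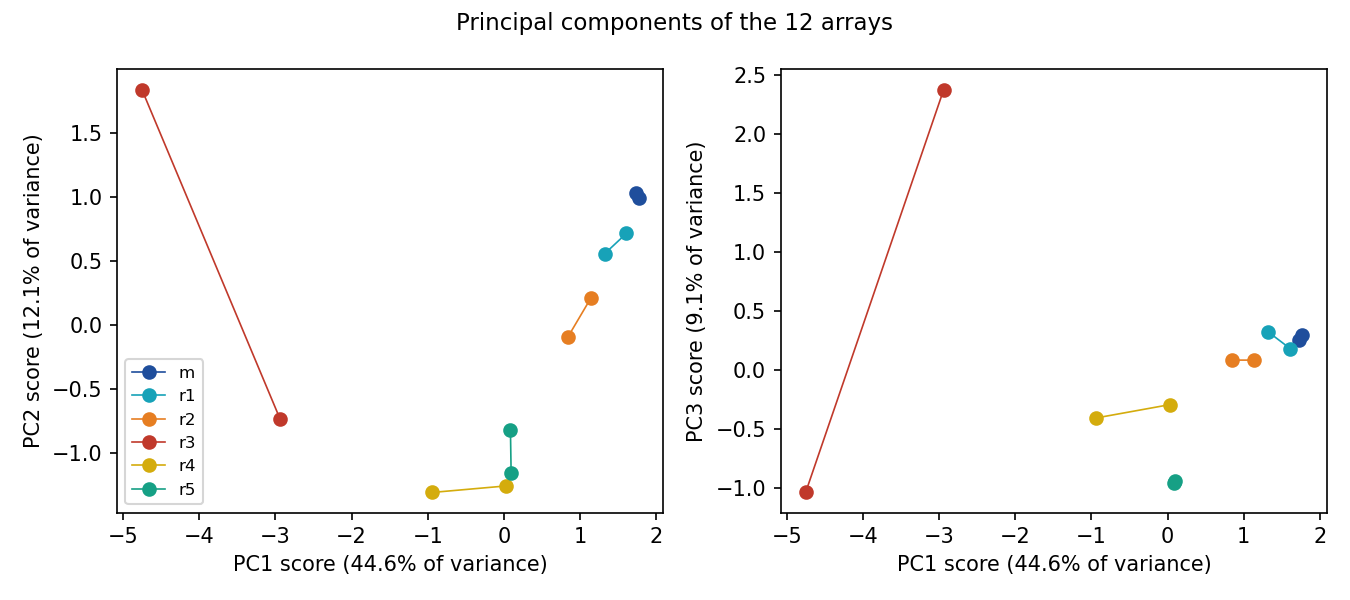
Scores of the 12 arrays on principal component 1 against component 2 (left) and component 3 (right), with the share of variance of each component on its axis and a line joining the 2 arrays of a region. The r3 arrays lie apart from the others on component 1, at −4.75 and −2.94.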

In general, the proximity of the biological replicates (Figure 4; similarly colored dots) to each other reveals that they are more related to each other than any other sample. 

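The m pools lay closest together in the space of the first 3 components, 0.067 apart, against 0.34 from m to the nearest array of another region, which was one of r1. The pools of r1 were 0.36 apart, with 0.34 to the nearest m array. The r2 pools were 0.42 apart and 0.46 from the nearest array of another region, and the r5 pools 0.33 and 0.66. The r4 pools were 0.98 apart, farther than the 0.66 between r4 and its nearest array of another region. By the correlation of centred log2 values over all probe sets kept, 11 of the 12 arrays were closest to the other array of their own region. The exception was set 1 of r1, with r = 0.39 to set 1 of m and r = 0.31 to set 2 of r1. These distances compare single pairs of arrays and carry no test.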

The clear exception is the r3 biological replicates which are more separated in the PCA space particularly in the PCA 2 & 3 axis.’ 

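The r3 pools were 4.64 apart in the space of the first 3 components, and the nearest array of another region was 3.48 away. On the second component they lay at 1.84 and −0.73, and on the third at −1.03 and 2.38, while the pairs of m, r1, r2, r4 and r5 differed by less on each of these axes. Set 1 of r3, which had the lowest median signal of all arrays, also had the largest share of kept probe sets at the floor, 8.42%, against 5.29% in set 2 of r3 and 1.88% to 3.81% elsewhere. SETBP1, which encodes a SET-binding protein and was high in r3, shows the spread between these pools at the level of 1 gene, with a scaled signal of 468 ± 248 (SD, n = 2).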

To further examine the relationship between replicates, the same set of genes described above were analyzed by Condition Tree using a Pearson Correlation Similarity measure with an Average Linkage clustering algorithm. 

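Pearson's r between the 2 pools of a region, taken across the 21731 probe sets on log2 values centred on each probe set's median, was 0.520 in m and 0.496 in r3. It was 0.308 in r1, 0.295 in r4, 0.273 in r5 and 0.206 in r2. As distances of 1 − r these are 0.480, 0.504, 0.692, 0.705, 0.727 and 0.794. In the average linkage tree, set 1 of r1 joined the m pair at a distance of 0.616 and set 2 of r1 joined these at 0.733. The r1 pools thus did not pair with each other. The arrays of m and r1 joined those of r2 at 0.930, while r3 joined r4 at 0.793 and r5 joined these at 0.913. Each r is a correlation across probe sets, which are not independent replicates, from 1 pair of arrays.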

Using this, biological replicates showed the following distance relationships to each other; M=0.688, r1=0.838, r2=0.908, r3=0.682, r4=0.991, r5=0.871). These data confirm that the r3 biological replicates are the least similar of the experimental set but still within a similar range to the other pairs of replicates. Additionally following statistical processing to identify differentially expressed genes between regions, known markers for each region were correctly assigned to their cognate tissue. For example, Otx2 is significantly enriched (*P*<0.05; 1 way ANOVA) in midbrain microarray samples only which is concordant with its known restricted expression to this tissue in the developing embryo relative to the other samples in this dataset (Figure 5 and Nakamura *et al.*^15^). Similarly, both Fgf8 and Hoxb1 are significantly up regulated (*P*<0.05; 1 way ANOVA) in discrete microarray samples (m/r1 & r4 respectively) in line with the known restricted domains of mRNA expression in an equivalent-stage chick embryo (Figure 5 and refs 4,5,13). This further validates the fidelity of the original dissections and subsequent derived data set. Together these findings demonstrate that the data described here are a faithful representation of gene expression in these regions within the limitations of the array technology.

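The r3 pools were the least alike when signals were correlated without centring on each probe set. The uncentred r between pools was 0.863 in r3, and 0.962 in m, 0.957 in r1, 0.959 in r2, 0.936 in r4 and 0.940 in r5. With centring, r3 had the second highest r of the 6 regions, after m. The ratios of 3′ over 5′ signal of the control transcripts set both r3 arrays apart in the same direction.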

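Hox genes, which set the identity of hindbrain segments, differed between the regions. Of 35 Hox genes listed, 16 were below the filter and 9 are not named by the probe annotation. Of the 10 Hox genes measured, 4 were lower in m and r1 and 0 were higher at an adjusted p under 0.05 from limma, with the same 4 and 0 when adjusted over the list alone. HOXA2 was lower by a log2 fold change of −6.38 (standard error 0.25, adjusted p = 2.27e-08), with a scaled signal of 0.519 in m, under the floor, and 142 in r5. In r5, 4 Hox genes were higher than the mean of the other 5 regions and 0 lower (also 4 and 0 when adjusted over the list alone), among them HOXA3, with a log2 fold change of 6.66 (standard error 0.52, adjusted p = 4.42e-05), and HOXB3, with 4.76 (standard error 0.54, adjusted p = 7.22e-04). In r2, 1 Hox gene was lower and 0 were higher (2 and 0 when adjusted over the list alone, camera adjusted p = 0.00347, and adjusted p = 0.107 with an estimated correlation), namely HOXA3, with −2.81 (standard error 0.52, adjusted p = 0.0461, and adjusted p = 0.054 with the set as a block, where 0 were lower). The mean of the other 5 regions includes r5, where HOXA3 was high. A lower value in r2, or in r3 as given below, thus does not show that HOXA3 was low against m, r1 and r4. The scaled signal of HOXA2 was 33.7 ± 12.9 (SD, n = 2) in r2. For the Hox list, the set test camera with a preset correlation between genes of 0.01 gave an adjusted p = 9.9e-05 for m and r1 and 1.43e-04 for r5, and an adjusted p = 0.0657 and 0.0672 with an estimated correlation. Of 17 genes of Hox cofactors and the retinoic acid pathway, 6 were lower in m and r1 and 0 higher, or 1 and 4 higher without set 1 and set 2 of r3 (6 and 1 when adjusted over the list alone, camera adjusted p = 0.00197, and adjusted p = 0.202 with an estimated correlation). Among them were CYP26C1, with a log2 fold change of −4.37 (standard error 0.12, adjusted p = 1.58e-09), and CYP26A1, with −2.83 (standard error 0.26, adjusted p = 4.04e-05), both for enzymes that break down retinoic acid. DHRS3, which encodes a retinal reductase, had −2.42 (standard error 0.18, adjusted p = 6.13e-06) in m and r1 and 3.08 (standard error 0.22, adjusted p = 2.53e-05) in r5. Of 8 genes known for r3, r5 or both, 5 were higher in r5 and 0 lower (6 and 0 when adjusted over the list alone, camera adjusted p = 6.92e-10, and adjusted p = 0.0522 with an estimated correlation), and FST, for an antagonist of activin, had a log2 fold change of 1.95 (adjusted p = 0.00364). HOXA2, HOXA3 and HOXB3, each higher in r5, are also on the Hox list, so the results of these lists are not independent. Against r2 and r4, r3 and r5 together had 3 of the 8 higher and 1 lower, or 2 lower with the set as a block (4 and 2 when adjusted over the list alone, camera adjusted p = 0.0149, and adjusted p = 0.246 with an estimated correlation), with 1.51 (adjusted p = 0.0273) for EPHA4, a receptor that keeps cells of neighbouring rhombomeres apart. These counts were 1 higher without set 1 of r2, set 1 of r4 or either r5 array, 0 lower without set 1 of m, set 2 of r4 or any 1 array of r1, r2 or r5, and 2 lower without set 2 of r3 or set 1 of r4. In r3 alone, 2 of the 8 were higher and 4 lower (2 and 5 when adjusted over the list alone), with a median of −1.35 where camera pointed upward (adjusted p = 0.832, and adjusted p = 0.903 with an estimated correlation). Those lower in r3 included FST, with −1.33 (standard error 0.28, adjusted p = 0.00218), and HOXA3, with −1.52 (standard error 0.52, adjusted p = 0.0313), on the arrays whose GAPDH ratio of 3′ over 5′ signal was 41.7 and 42.9. Of 8 genes known for r4, 4 were higher in r4 and 0 lower, or 3 higher with the set as a block (4 and 0 when adjusted over the list alone, camera adjusted p = 0.00238, and adjusted p = 0.164 with an estimated correlation), among them the secreted growth factor FGF19, with 2.71 (standard error 0.31, adjusted p = 8.93e-04), and CRABP1, which binds retinoic acid, with 2.40 (adjusted p = 0.00845). HOXB1 of the r4 list is also on the Hox list, and CRABP1 on the retinoic acid list. Krox20 is not named by the probe annotation used here and was not analysed here. Leaving out 1 array of r5 or r4 ended the calls of FST (adjusted p = 0.107 or 0.0813) and CRABP1 (0.114 or 0.113) and left 3 of the r3 and r5 list higher in r5 and 2 of the r4 list higher in r4, and leaving out any 1 array of r2, r4 or r5 ended that of EPHA4 (0.0625 to 0.0913), and HOXA3 did not pass in r2 without any 1 array of m, r2, r4 or r5 or set 2 of r1 (0.0708 to 0.606), while 2 Hox genes were lower there without either r3 array, nor in r3 without set 2 of m, set 1 of r2, set 1 of r3, set 2 of r4 or either r5 array (0.0526 to 0.184), where 1 of the r3 and r5 list was higher in r3, as without set 2 of r2, set 2 of r3 or set 1 of r4. With the 3′ over 5′ ratio as a covariate, an alternative chosen after seeing the data, 2 Hox genes and 1 gene of the retinoic acid list were lower in m and r1, limma called 0 of the Hox list in r2 (2 at an unadjusted p under 0.05) and 0 of the r3 and r5 list both in r3 (0 unadjusted) and in r3 and r5 together (1 unadjusted), FST in r3 did not pass there (adjusted p = 0.994) or after quantile normalisation (0.138), HOXA3 did not pass without a floor (0.125 in r2 and 0.0836 in r3) or a filter (0.0785 and 0.0558), in r2 without scaling (0.0597) or intensity trend (0.11), and in r3 with array weights (0.356), FST in r5 and EPHA4 did not pass without scaling (0.155 and 0.223), nor EPHA4 with array weights (0.103) or CRABP1 with no intensity trend (0.0517), FST, EPHA4, CRABP1 and HOXA3 in r2 and r3 did not pass in the plain analysis of variance (0.0615, 0.0795, 0.113, 0.181 and 0.0852), and the calls of CYP26A1 (adjusted p = 0.102), of DHRS3 in m and r1 (0.0661) and of EPHA4 (0.646) were lost.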

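Otx2, a homeobox gene of the forebrain and midbrain, had a normalised expression, relative to its median over the 12 arrays, of 52.5 ± 4.31 (SD, n = 2) in m and 8.76 ± 0.28 (SD, n = 2) in r1. It was 1.12 ± 0.064 in r2, 0.708 ± 0.303 in r3, 0.198 ± 0.135 in r4 and 0.421 ± 0.044 in r5 (SD, n = 2 each). The adjusted p of the moderated F test over the 6 regions was 5.45e-06. Against the mean of the other 5 regions, Otx2 was higher in m by a log2 fold change of 5.92 (standard error 0.36, adjusted p = 3.29e-06) and in r1 by 2.82 (standard error 0.36, adjusted p = 0.00234). A second Otx2 probe set was at 59.9 ± 2.33 (SD, n = 2) in m and 5.85 ± 0.10 (SD, n = 2) in r1, and its log2 fold change in r1 was 1.93 (adjusted p = 0.108). Of 13 genes of the midbrain and the mid-hindbrain boundary, 7 were higher in m and 1 was lower (10 and 1 when adjusted over the list alone, camera adjusted p = 8.91e-04, and adjusted p = 0.246 with an estimated correlation). EN1 had a log2 fold change of 4.31 (standard error 0.43, adjusted p = 1.6e-04) and FGF18, a secreted growth factor, 4.49 (standard error 0.69, adjusted p = 0.00301). The member that was lower was GBX2, a homeobox gene of the anterior hindbrain, with −1.62 (standard error 0.19, adjusted p = 6.26e-04). Outside the list, the Wnt ligands WNT4 and WNT2B were higher in m by 5.50 (standard error 0.26, adjusted p = 3.52e-07) and 4.89 (standard error 0.60, adjusted p = 7.16e-04). PAX6 was lower in m by −5.11 (standard error 0.16, adjusted p = 1.18e-08) and EPHA7, for a receptor of ephrins, by −3.26 (standard error 0.21, adjusted p = 5.19e-06). Without 1 or the other r1 array Otx2 did not pass in r1 (adjusted p = 0.0918 and 0.103), without 1 or the other m array FGF18 did not pass (0.0909 and 0.0893, and 0.0576 in the plain analysis of variance) and 2 genes of the list were higher in m. With the 3′ over 5′ ratio as a covariate, 1 gene of the list was higher in m and 0 lower (1 at an unadjusted p under 0.05 from limma), and EN1 (adjusted p = 0.159), FGF18 (0.811), GBX2 (0.159), WNT2B (0.669) and Otx2 in r1 (0.212) did not pass. The ratio differs mostly between regions, so these losses do not tell an effect of the ratio from one of the region.

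**Figure D3:**
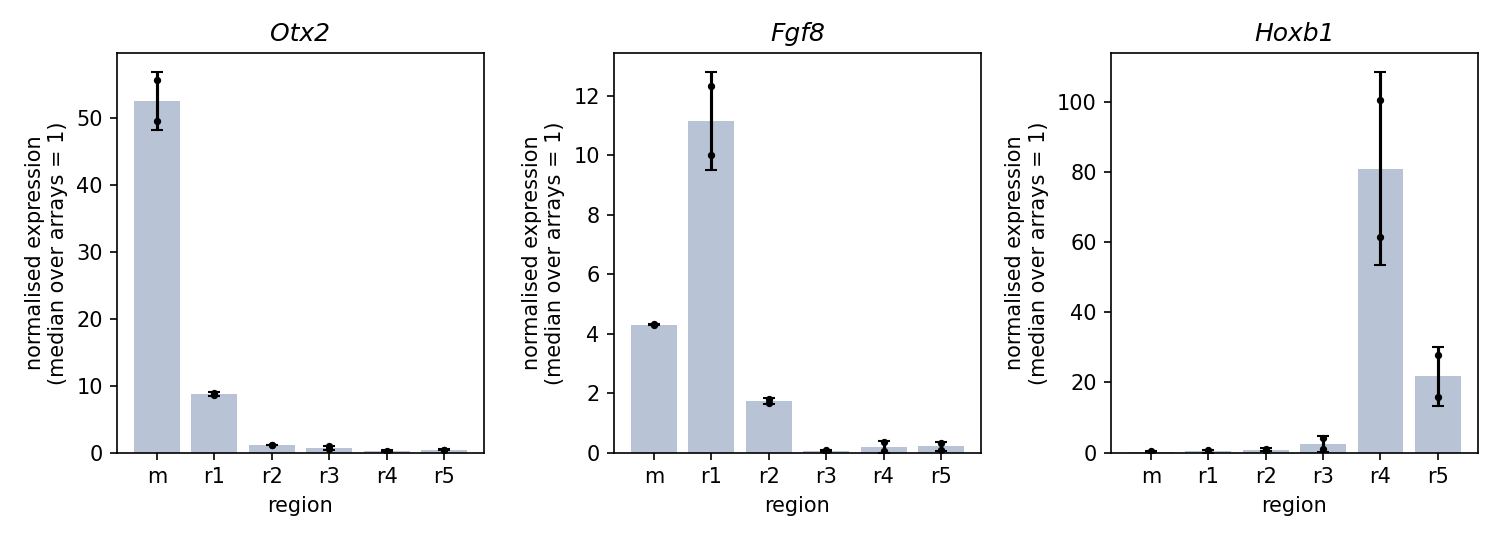
Normalised expression of Otx2, Fgf8 and Hoxb1 in each region, relative to the gene's median over the 12 arrays. Bars are means of 2 arrays, lines the SD and dots the arrays, with Otx2 at 52.5 in m, Fgf8 at 11.2 in r1 and Hoxb1 at 81.0 in r4. The level of Fgf8 is 6.74 or 29.2 to 35.9 in r1 when 1 array is left out of the median.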

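Fgf8, the signal of the isthmic organiser at the mid-hindbrain boundary, had a normalised expression of 11.2 ± 1.64 (SD, n = 2) in r1, 4.30 ± 0.020 (SD, n = 2) in m and 1.73 ± 0.0998 (SD, n = 2) in r2. In r3, r4 and r5 it was 0.056 ± 0.036, 0.193 ± 0.212 and 0.206 ± 0.158 (SD, n = 2 each). The median of Fgf8 over the 12 arrays falls between the levels of m, r1 and r2 and those of r3, r4 and r5, so that 1 array moves it: r1 was at 6.74 and m at 2.59 without any 1 array of r3, r4 or r5, and r1 at 29.2 to 35.9 and m at 12.5 to 12.6 without any 1 array of m, r1 or r2. Hoxb1, a homeobox gene of r4 identity, was at 81.0 ± 27.5 (SD, n = 2) in r4, 21.8 ± 8.46 (SD, n = 2) in r5 and 2.52 ± 2.27 (SD, n = 2) in r3, and at 0.242 to 0.816 in m, r1 and r2. The moderated F test over the 6 regions gave an adjusted p = 9.4e-05 for Fgf8 and 5.94e-05 for Hoxb1. Fgf8 was higher in m and r1 than in r2 to r5 by a log2 fold change of 4.82 (standard error 0.44, adjusted p = 3.47e-05), and in r1 than in the mean of the other 5 regions by 4.68 (standard error 0.56, adjusted p = 0.00151). Hoxb1 was higher in r4 than in the mean of the other 5 regions by 5.87 (standard error 0.56, adjusted p = 2.73e-04) and in r5 by 3.58 (standard error 0.56, adjusted p = 0.00652), and between r4 and r5 it differed by 1.91 (standard error 0.73, adjusted p = 0.407). Another Hoxb1 probe set that was kept did not differ between regions (adjusted p = 0.496 from the F test). In m and r1 together, 9 of the 13 genes of the midbrain and the mid-hindbrain boundary were higher than in r2 to r5 and 1 lower, or 2 lower without set 1 of r3 (9 and 1 when adjusted over the list alone, camera adjusted p = 0.00209, and adjusted p = 0.261 with an estimated correlation), among them PAX2, a paired box gene, by 3.82 (standard error 0.42, adjusted p = 1.18e-04). Of 11 genes known to respond to FGF signalling, 5 were higher in m and r1 and 2 lower (5 and 2 when adjusted over the list alone). The former included IL17RD and SPRY2, for inhibitors of FGF signalling, with 2.43 (standard error 0.17, adjusted p = 4.33e-06) and 1.63 (standard error 0.16, adjusted p = 4.97e-05), and the transcription factor ETV4, with 2.20 (standard error 0.24, adjusted p = 1.11e-04). The receptor FGFR3 was lower, by −1.95 (standard error 0.19, adjusted p = 5.01e-05), and the list as a whole did not pass camera (adjusted p = 0.665, and adjusted p = 0.804 with an estimated correlation). Leaving out 1 array of the region ended the calls of Fgf8 in r1 (adjusted p = 0.0871 or 0.0651) and of Hoxb1 in r5 (0.0768 or 0.191, and 0.0821 in the plain analysis of variance). With the 3′ over 5′ ratio as a covariate, 1 gene of the midbrain list and by limma 0 of the FGF list were higher in m and r1 (4 and 3 at an unadjusted p under 0.05) and 0 of either lower (1 and 3 unadjusted), Fgf8 had 3.84 (adjusted p = 0.458), and PAX2 (0.704), IL17RD (0.179), SPRY2 (0.598), ETV4 (0.334) and FGFR3 (0.564) did not pass either. From the enrichment of Otx2, Fgf8 and Hoxb1 in the samples where their mRNA is known to be expressed, the paper reasons that the dissections were accurate, and from its findings together it concludes that the data represent gene expression in these regions within the limits of the arrays.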

## Usage Notes

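SPP1, which encodes the extracellular protein osteopontin, was higher in r5 than in the mean of the other 5 regions by a log2 fold change of 5.12 (standard error 0.32, adjusted p = 8.51e-06 from limma). In r1, SH3BGR, for a protein with an SH3-binding region, was higher by 3.67 (standard error 0.38, adjusted p = 6.13e-04), and PAX6 and CYP26C1 were lower by −3.40 and −3.39 (standard errors 0.16 and 0.15, adjusted p = 7.2e-07 for both). In r2, KIF9, for a kinesin motor, was higher by 2.70 (standard error 0.30, adjusted p = 0.00522) and CDH20, for a cadherin, lower by −2.60 (standard error 0.25, adjusted p = 0.00185). In r3, SETBP1 and PAX6 were higher by 4.06 (standard error 0.31, adjusted p = 3.9e-06) and 3.43 (standard error 0.16, adjusted p = 3.21e-07), and WNT4 and POLD3, for a subunit of DNA polymerase delta, were lower by −5.56 and −5.73 (standard errors 0.26 and 0.24, adjusted p = 3.21e-07 for both). In the same r3 arrays the control transcripts had a mean log2 ratio of 3′ over 5′ signal of 7.12 and 6.12, against 1.28 to 2.07 in m, r1 and r2 and 2.08 to 4.05 in r4 and r5. Of the 21731 probe sets, 7580 (34.9%, for 4891 genes) differed between the 6 regions at an adjusted p under 0.05 in the moderated F test. Against the mean of the other 5 regions, 1376 probe sets were higher and 470 lower in m, 359 and 133 in r1, 63 and 23 in r2 (40 and 11 with the set as a block), 1548 and 8619 in r3, 150 and 99 in r4, and 247 and 123 in r5. In m and r1 against r2 to r5, 4356 were higher and 1235 lower. These counts rest on single arrays: when 1 was left out, 139 to 5472 probe sets were called for m, 29 to 4259 for r1, 0 to 2236 for r2 (929 and 1514 at an unadjusted p under 0.05 from limma without set 1 and set 2 of r2), 56 to 1459 for r4, 67 to 1146 for r5 and 2585 to 8833 for m and r1, the lowest without an array of the region itself and the highest without set 2 of r3, where 2529 were higher in r3. The majority turned to lower in m without set 1 or set 2 of m (57 higher and 82 lower, or 56 and 97), in r1 without set 1 or set 2 of r1 (11 and 18, or 15 and 22) and in r4 without set 2 of r4 (43 and 128). The split depends on the scaling: 74.5% of the calls in m were higher with median scaling and 47.1% with quantile normalisation, and the same shares were 73.0% and 41.4% in r1, 73.3% and 60.0% in r2, 15.2% and 43.0% in r3, and 77.9% and 51.4% in m and r1. Without scaling the shares were 92.1% in m, 87.2% in r1, 99.1% in r2, 0.684% in r3 and 97.2% in m and r1, and the majority turned in r4, from 60.2% to 19.6% (28 higher and 115 lower), and in r5, from 66.8% to 42.7% (53 higher and 71 lower), where the median log2 fold change of all probe sets was −0.28 in both. With median scaling, the median log2 fold change of all probe sets was 0.22 in m, 0.24 in r1, 0.18 in r2, −0.63 in r3, 0.06 in r4, 0.06 in r5 and 0.27 in m and r1. Without both r3 arrays, 4203 probe sets differed between regions, and with the 3′ over 5′ ratio as a covariate 430 did, with 0 for r3 (1648 at an unadjusted p under 0.05 from limma). Leaving out 1 array of its region ended the calls of KIF9 (adjusted p = 0.237 or 0.236, and 0.0725 in the plain analysis of variance) and CDH20 (0.167 or 0.16, and 0.0523) in r2 and, for set 2 of r1, of SH3BGR (0.0528), and the covariate ended those of SETBP1 (0.673), PAX6 (0.563), WNT4 (0.598) and POLD3 (0.598) in r3.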

The data provided in this experimental set can be used to determine the set of genes statistically significantly differentially expressed across the developing midbrain and hindbrain of E3 chicken embryos. Using other approaches this cohort of differentially expressed genes can be further refined into groups of genes expressed in each individual tissue (e.g., genes enriched in r4) or combinations of tissues (e.g., genes enriched in r2 & r4). 

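Genes of the neural crest, the cells that leave the dorsal neural tube, were among those higher in r4. Of 23 measured, 6 were higher in r4 than in the mean of the other 5 regions and 0 lower (10 and 1 when adjusted over the list alone), and the set test camera gave an adjusted p = 1.59e-06, and an adjusted p = 0.0522 with an estimated correlation. The crest transcription factors SOX10 and SNAI2 had log2 fold changes of 2.71 (standard error 0.18, adjusted p = 6.68e-05) and 2.25 (standard error 0.20, adjusted p = 1.79e-04), and TFAP2A and TFAP2B 1.68 (standard error 0.22, adjusted p = 0.00203) and 1.52 (standard error 0.19, adjusted p = 0.00166). Some markers of tissue around the neural tube were higher in r4 as well. Of 14 genes of head mesoderm, somite and notochord, 2 were higher and 0 lower (4 and 1 when adjusted over the list alone, camera adjusted p = 0.015, and adjusted p = 0.151 with an estimated correlation), the collagen genes COL1A1, with 1.67 (standard error 0.22, adjusted p = 0.00247), and COL3A1, with 0.94 (standard error 0.19, adjusted p = 0.0415, and adjusted p = 0.0588 with the set as a block). Of 14 genes of blood and endothelium, EGFL7 alone was higher, by 1.31 (standard error 0.20, adjusted p = 0.00845), and 0 were lower (2 and 0 when adjusted over the list alone, camera adjusted p = 0.229, and adjusted p = 0.406 with an estimated correlation). Of 19 genes of surface ectoderm and otic placode, 2 were higher and 0 lower (3 and 1 when adjusted over the list alone, camera adjusted p = 0.506, and adjusted p = 0.599 with an estimated correlation), SOX10 and the homeobox gene DLX5, with 1.45 (adjusted p = 9.05e-04), both of them also on the crest list. Of 21 genes of neuronal differentiation, 7 were higher in r4 and 0 lower (11 and 1 when adjusted over the list alone, camera adjusted p = 1.6e-05, and adjusted p = 0.142 with an estimated correlation). They included STMN2 and TAGLN3, proteins of the neuronal cytoskeleton, with 3.09 (standard error 0.33, adjusted p = 4.92e-04) and 2.93 (standard error 0.27, adjusted p = 1.98e-04), and the neuronal transcription factor NHLH1, with 2.37 (standard error 0.23, adjusted p = 2.93e-04). ADCYAP1, for the neuropeptide PACAP, was higher in r4 by 4.41 (standard error 0.37, adjusted p = 1.47e-04), with a scaled signal of 172 ± 12.6 (SD, n = 2) in r4 and 30.6 ± 8.33 (SD, n = 2) in r5. Among genes lower in the mean of r3 and r5 than in that of r2 and r4, CRABP1 had a log2 fold change of −2.79 (standard error 0.34, adjusted p = 9.51e-04), SOX10 of −2.17 (standard error 0.17, adjusted p = 1.16e-04) and COL3A1, for a fibrillar collagen, of −2.06 (standard error 0.18, adjusted p = 1.5e-04). A call in this contrast can come from a single region, and does not show that r2 and r4 were each higher than r3 and r5. CDH20 was higher in r3 and r5, by 3.59 (standard error 0.23, adjusted p = 3.88e-05). In all, 508 probe sets were higher and 3360 lower in r3 and r5 than in r2 and r4, which is 13.1% higher with median scaling, where the median shift of all probe sets was −0.34, 41.6% higher with quantile normalisation and 0.312% without scaling, and the count was 113 higher and 746 lower without set 1 of r2 and 1545 and 6885 without set 2 of r3. This contrast holds the r3 arrays, whose beta-actin ratio of 3′ over 5′ signal was 181 and 70.0. On the r4 arrays this ratio was 35.4 and 44.7, against 33.5 and 22.0 in r5 and 7.15 to 13.3 in m, r1 and r2. The differences of r4 from m, r1 and r2 therefore go together with a difference in the ratio. The r4 crest and neuronal counts became 10 and 11 without set 1 of r3, 10 and 12 without set 2 of r3, 4 and 4 without set 2 of r4, and the neuronal count 4 without set 1 of m, of r2 or of r4, 1 crest gene was lower without either r3 array or set 2 of r4, TFAP2A did not pass without set 2 of r4 (adjusted p = 0.0515), COL1A1 (0.064 and 0.0515), COL3A1 (0.247 and 0.152) and EGFL7 (0.135 and 0.0905) did not pass without 1 or the other r4 array, DLX5 did not pass without set 1 of r4 (0.0525), COL3A1 did not without any 1 array of m, r1, r2 or r5 (0.0503 to 0.108), 4 genes of the mesoderm and notochord list were higher without either r3 array and 2 of blood and endothelium without set 1 of r1, and 1 gene of surface ectoderm was lower without either r3 array and 1 of mesoderm and notochord without set 2 of r3. Without scaling TFAP2A (adjusted p = 0.206), TFAP2B (0.255), COL1A1 (0.21), COL3A1 (0.838), EGFL7 (0.361) and DLX5 (0.248) did not pass in r4, nor did COL3A1 without a filter (0.054) or with array weights (0.067), COL3A1 and EGFL7 with no intensity trend (0.0741 and 0.0589) or EGFL7 in the plain analysis of variance (0.0813), and with the 3′ over 5′ ratio as a covariate 4 crest and 4 neuronal genes and by limma 0 of mesoderm and notochord and 0 of blood and endothelium (4 and 2 at an unadjusted p under 0.05) were higher in r4, TFAP2A (adjusted p = 0.0837) and TFAP2B (0.0624) did not pass, and nor did CRABP1 (0.59), SOX10 (0.324), COL3A1 (0.34) and CDH20 (0.324) in r3 and r5.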

The dataset described here is represented by biological duplicates for each condition. Consequently, this may limit any potential application of this dataset (e.g., pathway analysis) when compared to those with statistical power (e.g., biological triplicates or greater).

### Determination of differentially expressed genes

The data files described here can be analysed with either proprietary (e.g., GeneSpring GX [http://www.genomics.agilent.com]) or freeware packages (e.g., Bioconductor [http://www.bioconductor.org/]) designed for the statistical interrogation and visualisation of microarray-based experiments.

Data can be analysed using the GeneSpring package (Agilent Technologies, Wokingham, Berkshire, UK). Briefly, the suitability of the expression data sets for inclusion in the analysis and the overall relationship between and within the biological replicates is first assessed using quantile plots, principle components analysis (PCA), hierarchical clustering and assessment of internal control performance. Differential gene expression between samples maybe determined by the application of a multi-step process; briefly, samples are first ‘globally’ normalised across the expression dataset to compensate for potential technical variation in the levels of hybridisation of the arrays, and then each gene expression value is scaled to a user defined value (e.g., normalised to the median of a gene signal vale across each rhombomere). Prior to statistical analysis to determine significant differential gene expression between samples, the set of genes to be analyzed can be pre filtered. For example, genes classed as being not expressed (that is, absent [Flag designation] in two of the two biological replicates) or not varying their expression above a user defined level (typically 2 fold) can be removed. Similarly, genes with low ‘raw’ values (Affymetrix signal) across all of the samples (typically raw values between 0.01 and 20 or those genes with expression values in the lowest 20th percentile of the array) can also be removed prior to statistical analysis. From the remaining set of genes, genes whose expression levels differ significantly between each sample can be determined by one-way analysis of variance (ANOVA; *P*=0.05) or other statistical tests. The application of a multiple testing correction is optional. Statistically different genes can be functionally classified using a combination of Gene Ontology (GO) criteria and other molecular descriptions derived from UniGene, GenBank and Entrez Gene databases. Genes may also be clustered into potentially co-regulated groups using both unsupervised and supervised approaches including self-organising maps and quality threshold clustering. A more detailed biological interpretation of the set of differentially expressed genes can be derived from the use of gene network analysis packages (e.g., GeneGO [www.genego.com/] & Ingenuity Systems Pathway Analysis (www.ingenuity.com/).

## Additional information

**How to cite this article:** Wilson, L. & Chambers, D. Transcriptomic analysis of midbrain and individual hindbrain rhombomeres in the chick embryo. *Sci. Data* 1:140014 doi: 10.1038/sdata.2014.14 (2014).

## Supplementary Material

## Figures and Tables

**Figure 1:**
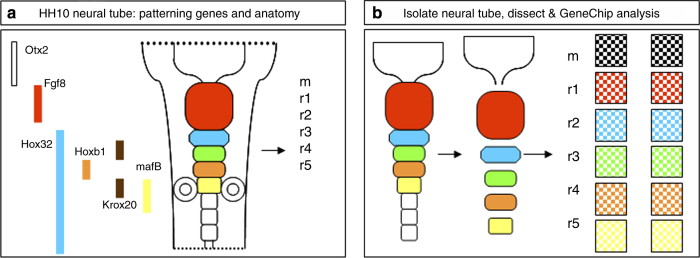
Schematic diagram of neural tube, the key patterning genes and outline of experimental strategy. (**a**) Schematic diagram of the mid-hindbrain region at chick HH10 and some of the key patterning genes expressed at that time. (**b**) To assess the suite of genes expressed in each individual rhombomere or the caudal hindbrain, neural tube tissue was isolated from other surrounding tissues, dissected into the appropriate regions and the resulting RNA analysed by profiling on Affymetrix Chicken GeneChip arrays.

**Figure 2:**
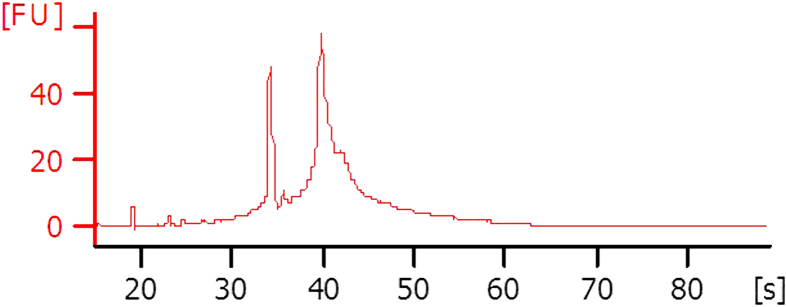
Bioanalyzer analysis of total RNA integrity. Representative electropherogram of Bioanalyzer analysis of total RNA integrity from an individual hindbrain region. Prior to further processing and labelling for microarray hybridisation, all total RNAs were checked on mRNA Pico chips and found to have a RNA Integrity Number (RIN) >7.

**Figure 3:**
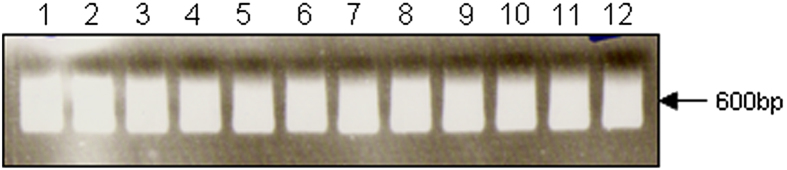
NuGen Ovation V2 SPIA amplifications of m-r5 set 1 & 2. Lanes 1-12. Aliquots of m-r5 set 1 & m-r5 set 2 NuGen Ovation V2 SPIA amplifications were analysed by both agarose gel electrophoresis and spectrophotometry (not shown). The yield of the SPIA amplification reactions was >7 μg from 10 ng total RNA in all samples. The upper size limit of around 1-2 kb, with the majority ‘smear’ of the amplified cDNA below 600 bp and equivalent yields, is a good indicator of reaction success.

**Figure 4:**
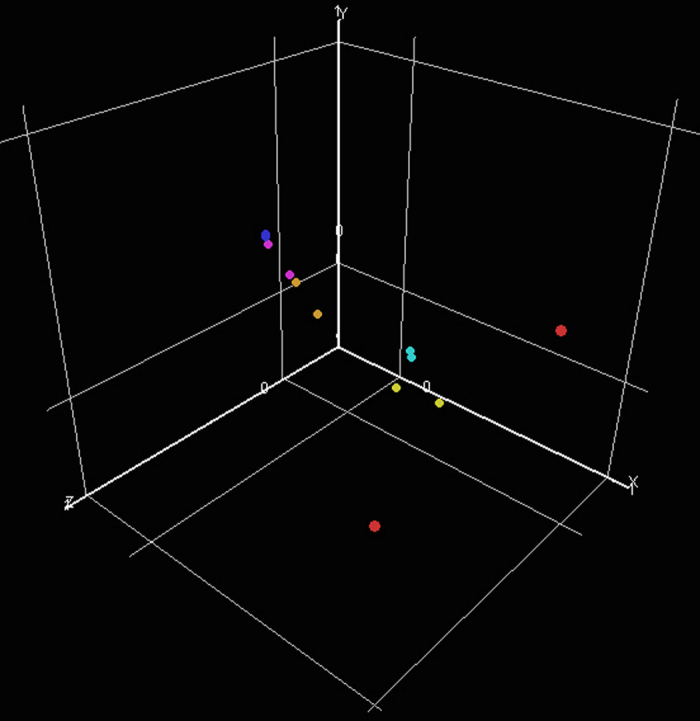
Principle components analysis of individual experimental samples. The relationship within and between biological replicates (m—r5, sets 1-2) was investigated using PCA. Following normalisation and the removal of non expressed genes, the overall distribution of gene expression levels each sample was checked with PCA (PCA 1=38.3%, PCA 2=12.7%, PCA 3=9.647%). Biological replicates are represented by similarly coloured dots (m=blue, r1=cyan, r2=orange, r3=red, r4=yellow, r5=turquoise). The proximity of the similarly coloured dots to each other reveal that the biological replicates are more related to each other than any other sample.

**Figure 5:**
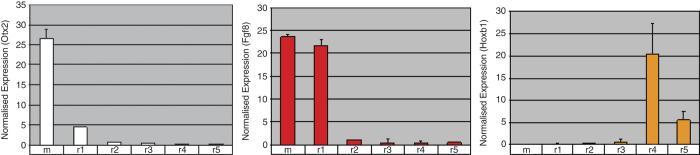
Proof of concept: microarray expression profiles of key mid-hindbrain patterning genes. Normalised microarray expression profiles of Otx2, Fgf8 and Hoxb1 reveals significant enrichment (*P*<0.05; 1 way ANOVA) in the sample subset that corresponds to their discrete domains of expression in the embryo. Differential expression between regions was determined by the application of a multi step process. Samples were first normalised to the 50th percentile (median) across the entire expression dataset and then each gene was normalised to the median of its own expression across each rhombomere. Thus, gene expression profiles are scaled and centred about 1, where 1 represents the median of a gene’s expression across the experiment. In this way, a gene expression value greater than 1 is classified as enriched whereas a value of less than one is depleted (or absent) in a particular rhombomere with respect to the median level of that gene’s expression across the whole experiment. Error bars represent standard deviation (s.d.) of mean expression levels in each biological replicate.

**Table 1:** Affymetrix Cel files (Version 3).

**File name**	**Biological replicate**	**Chick HH11 brain region represented**	**Processing origin**
1_chick_m_set_1.cel	Set 1	Midbrain	Affymetrix GCOS version 1.2
2_chick_r1_set_1.cel	Set 1	Rhombomere 1	Affymetrix GCOS version 1.2
3_chick_r2_set_1.cel	Set 1	Rhombomere 2	Affymetrix GCOS version 1.2
4_chick_r3_set_1.cel	Set 1	Rhombomere 3	Affymetrix GCOS version 1.2
5_chick_r4_set_1.cel	Set 1	Rhombomere 4	Affymetrix GCOS version 1.2
6_chick_r5_set_1.cel	Set 1	Rhombomere 5	Affymetrix GCOS version 1.2
7_chick_m_set_2.cel	Set 2	Midbrain	Affymetrix GCOS version 1.2
8_chick_r1_set_2.cel	Set 2	Rhombomere 1	Affymetrix GCOS version 1.2
9_chick_r2_set_2.cel	Set 2	Rhombomere 2	Affymetrix GCOS version 1.2
10_chick_r3_set_2.cel	Set 2	Rhombomere 3	Affymetrix GCOS version 1.2
11_chick_r4_set_2.cel	Set 2	Rhombomere 4	Affymetrix GCOS version 1.2
12_chick_r5_set_2.cel	Set 2	Rhombomere 5	Affymetrix GCOS version 1.2
The CEL file stores the results of the intensity calculations on the pixel values of the DAT file. This includes an intensity value, standard deviation of the intensity, the number of pixels used to calculate the intensity value, a flag to indicate an outlier as calculated by the algorithm and a user defined flag indicating the feature should be excluded from future analysis. The file stores the previously stated data for each feature on the probe array. The information below describes the version (Affymetrix).			
Version 3 is generated by the MAS software. This was also known as the ASCII version.			

**Table 2:** Affymetrix CHP (Txt) files (MAS5 pre-processed files).

**File name**	**Biological replicate**	**Chick HH11 brain region represented**	**Pre-processing origin**
1_chick_m_set_1.txt	Set 1	Midbrain	GCOS 1.2 MAS5 algorithm
2_chick_r1_set_1.txt	Set 1	Rhombomere 1	GCOS 1.2 MAS5 algorithm
3_chick_r2_set_1.txt	Set 1	Rhombomere 2	GCOS 1.2 MAS5 algorithm
4_chick_r3_set_1.txt	Set 1	Rhombomere 3	GCOS 1.2 MAS5 algorithm
5_chick_r4_set_1.txt	Set 1	Rhombomere 4	GCOS 1.2 MAS5 algorithm
6_chick_r5_set_1.txt	Set 1	Rhombomere 5	GCOS 1.2 MAS5 algorithm
7_chick_m_set_2.txt	Set 2	Midbrain	GCOS 1.2 MAS5 algorithm
8_chick_r1_set_2.txt	Set 2	Rhombomere 1	GCOS 1.2 MAS5 algorithm
9_chick_r2_set_2.txt	Set 2	Rhombomere 2	GCOS 1.2 MAS5 algorithm
10_chick_r3_set_2.txt	Set 2	Rhombomere 3	GCOS 1.2 MAS5 algorithm
11_chick_r4_set_2.cel	Set 2	Rhombomere 4	GCOS 1.2 MAS5 algorithm
12_chick_r5_set_2.cel	Set 2	Rhombomere 5	GCOS 1.2 MAS5 algorithm
The CHP file contains probe set analysis results generated from Affymetrix software. There are several versions of CHP files generated by the MAS5, GCOS and other Affymetrix software. Each line in the text file contains an Affymetrix probe set ID (representing a gene sequence) and a corresponding expression value derived from MAS5 processing of the Cel file. A limited amount of biological annotation about each probe set ID is also included.

How the deposited data were processed for this re-analysis (not part of the article)

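RNA of the midbrain (m) and rhombomeres r1 to r5 of the chick embryo was measured on 12 Affymetrix Chicken GeneChips, 2 for each of 6 regions, from pools of tissue collected on different occasions. The authors amplified 10 ng of total RNA per sample, scanned the arrays and deposited for each of 38535 probe sets a MAS5 signal, an intensity on a linear scale in which the mismatch probes have been used to adjust the perfect match probes. The submitters' processing notes name MAS5, and the paper names GCOS 1.2 for the image files and the MAS5 algorithm of GCOS 1.2 for the signals. The deposited intensities had not been scaled to a common level, and the detection flags and the Cel files were not used here. No 2 arrays held identical values, and the replicates of a region were counted as 2 samples. A p-value from limma for a gene sets a region difference against the spread between pools of the same region. That spread is estimated over all regions together and drawn towards that of other probe sets. The paper denotes pools collected on different occasions as sets 1 and 2, and its text does not say whether set 1 of every region came from the same occasion. The set number was taken as a block in an alternative, and checked by the correlation of the deviations of same-numbered arrays from their region means, which was above 0.1 in 0 of 15 pairs of regions (−0.04 to 0.07).

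From the deposited signals, each array was divided by its median over the 38439 probe sets that are not AFFX controls and multiplied by 5.90, the mean of the 12 medians. Values under the pooled 20th percentile (1.03) were set to it, log2 was taken, and probe sets above the array median in both arrays of at least 1 region were kept, which left 21731, of which 16747 carry 1 gene symbol, for 10001 genes. Gene symbols came from the platform annotation, and 26853 of the 27168 single symbols were found in the RefSeq gene table used here, which changed 0 of them. Fold changes are on the log2 scale with this floor, which understates the change of genes near it. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, 6 region means, 6 residual and 6.00 prior degrees of freedom) by a moderated F test over the regions and by 8 contrasts, each region against the mean of the other 5, m and r1 against r2 to r5, and r3 and r5 against r2 and r4, with r4 against r5 besides. p-values were adjusted by Benjamini-Hochberg for each contrast, with a threshold of 0.05. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, on 1 probe set per gene, adjusted over 152 pairs of list and contrast. The size given for a list counts only members that the annotation names and the filter kept. These were 13 of 25 for the midbrain and isthmus, 8 of 13 for r3 and r5, and 23 of 27 for the neural crest. Principal components, Pearson correlations, average linkage and sums of squares were computed on the same log2 values, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

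The 19 lists, fixed before the data were examined together with the contrasts and the alternatives unless said otherwise, cover the midbrain and isthmus, FGF response, Hox genes, Hox cofactors and the retinoid pathway, r3 and r5, r4, neural crest, dorsal neural tube, ventral neural tube, neuronal differentiation, forebrain and eye, head mesoderm with somite and notochord, surface ectoderm and otic placode, blood and endothelium, endoderm and heart, stress and immediate early genes, cell cycle, the W chromosome and housekeeping. The genes named are those the paper names (among them Otx2, Fgf8, Hoxb1, Krox20 and Hoxa2), for each contrast the 8 genes with the highest and the 8 with the lowest log2 fold change among those past the threshold, and up to 4 members of each list with the largest change past the threshold, from which a part is given. In a contrast of 1 region with the rest, the 8 highest and the 8 lowest also had both arrays of that region beyond all others. This was not asked where several regions were set together. Krox20 was not analysed here, since the probe annotation used here does not name it, and 1 other gene of the rule is not reported here.

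Simulated arrays held 21731 probe sets, of which 68, 65 and 67 were changed 2-fold, 4-fold and 8-fold in m. Of these changes the test recovered 19.1%, 52.3% and 79.1%, with 7 unchanged probe sets called. With like numbers changed, it recovered 29.2%, 71% and 84.8% in m and r1 (9 unchanged called) and 27.7%, 70% and 74.7% in r3 and r5 against r2 and r4 (6 unchanged called). The simulated noise had the same spread in every region and few probe sets changed, so these rates may not hold for the real arrays. In a simulated list test in r4, 9 of 200 random lists of 20 genes had a p under 0.05. The simulated probe sets were independent of each other, so this says nothing about lists of correlated genes. The alternatives were quantile normalisation, no scaling, other floors and filters, the paper's one-way test in plain form, no intensity trend, array weights, the set number as a block, the mean of a gene's probe sets, leaving out each array in turn and leaving out both r3 arrays. The 3′ over 5′ ratio of the control transcripts as a covariate was added after seeing the data, as was quantile normalisation for the list tests.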

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

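The 3 tests of the r3 signal and the tests of Hoxb1 in r5 and of Otx2 in r1 were chosen after the result was seen, and the tests of other splits of the arrays before.

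Signals appeared for genes that the paper does not discuss, each the highest log2 fold change of its region against the mean of the other 5 by the rule for named genes, leaving out Otx2, Fgf8, Hoxb1 and Hoxa2, which the paper names. These were MAB21L2 in m with 6.06, SH3BGR in r1 with 3.67, KIF9 in r2 with 2.70, SETBP1 in r3 with 4.06, LOC425001 in r4 with 4.64 and HOXA3 in r5 with 6.66. The AFFX control probe sets, which the paper does not report on, gave for GAPDH a 3′ over 5′ signal ratio of 41.7 on the lower of the 2 r3 arrays.

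Most probe sets that changed in r3 were lower there, 8619 against 1548 higher (9219 and 2529 without set 2 of r3). After quantile normalisation 5142 were lower and 3872 higher, and the median shift of all probe sets in r3 went from −0.63 to −0.12, so that the excess of lower calls depends on the scaling. A lower signal of the whole array, equal for every probe set, is removed by the median scaling, and these counts decide nothing about it. A loss of the 5′ part of transcripts in the RNA or the amplified cDNA may account for part of the pattern, since the 5′ signal of the control transcripts fell in r3 relative to their 3′ signal by a log2 difference of at least 3.56 beyond m, r1 and r2. If a trend with this ratio also ran inside the other regions, the gap between the 2 arrays of m, r1, r4 and r5 would follow the gap between r3 and r2 across probe sets, and these correlations were −0.0021, 0.088, 0.162 and 0.0032 at log2 gaps in the ratio of 0.0759, 0.639, 0.491 and 1.27, which does not decide it, since the gap within m could show no trend and of the other 3 regions r4 alone had a correlation above 0.1. A true difference of r3 tissue, the biological explanation the design gives, stays open and cannot be separated from the ratio, which differs with the region.

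Hoxb1 signal in r5, above its level in m, r1 and r2, was 26.4% of that in r4. Tissue of r4 left on the r5 pieces is a candidate explanation. Over 100 other genes higher in r4, the median share of the r4 signal found in r5 was 32.2%, with an interquartile range of 5.11% to 56.4%. Tissue left behind would bring every transcript of r4, and 33% of these genes had a share under 50% of that of Hoxb1. The genes were picked against a mean that includes r5, which favours low shares, so these shares do not decide it. Transcription of Hoxb1, and of those genes, in r5 itself was not tested and stays open.

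Otx2 signal in r1, above its level in r2, r4 and r5, was 15.7% of that in m. Midbrain tissue left on the r1 pieces would bring every transcript of the midbrain, and only 2.84% of 705 other genes higher in m had a share under 50% of that of Otx2, with a median share of 62.5%. Most of these genes may also be expressed in r1, so this cannot be told apart from Otx2 expression in r1.

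Of 100 splits of the 12 arrays into 4 and 8 drawn from 495, counting the real one, 2 called as many probe sets as m and r1 against the rest did in a fit of 2 groups (278), and the highest other split called 1298 and set the arrays of r3 and r5 apart. Most of these splits part the 2 arrays of a region, so that they bear on single arrays and not on which regions differ. Of the 15 splits that keep both arrays of a region together, and hold set 1 and set 2 equally, 3 called as many, the highest with 5331 for r3 and r4 against the rest, which points to a structure of these samples other than m and r1 against the rest, and 15 are too few for a share under 0.05. Of the 35 splits of the arrays of r2 to r5 into 4 and 4, only the real one, r3 and r5 against r2 and r4, called as many as 4 probe sets, and the highest other, r2 and r3 against the rest, called 2. Of these, 3 keep the arrays of a region together, which are too few for a share under 0.05. The splits that keep regions together were counted after the other results were seen.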

How the results depend on the processing

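The 3′ over 5′ ratio as a covariate and quantile normalisation of the list tests were chosen after seeing the data, and the other alternatives before. Counts are of probe sets at an adjusted p under 0.05 from limma unless said otherwise, and where they moved the cause was not tested.

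Otx2 in m and Hoxb1 in r4 kept their direction and passed under each alternative, with log2 fold changes of 5.77 to 6.08 and 5.52 to 6.23 when 1 array was left out (Hoxb1 3.6 with the mean of its probe sets), and Fgf8 in m and r1 with 4.54 to 5.10. With the covariate Fgf8 had 3.84 (adjusted p = 0.458). Between r4 and r5, Hoxb1 differed by 1.5 to 2.32 when 1 array was left out and did not pass.

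The number of probe sets that differed between the 6 regions, 7580, was 11762 without scaling, 4197 in a plain analysis of variance after Benjamini-Hochberg adjustment, 4203 without both r3 arrays and 430 with the covariate. Quantile normalisation gave 145 for r2 in place of 86. Without scaling there were 1156 for m (1846), 86 for r1 (492), 432 for r2, 143 for r4 (249), 124 for r5 (370) and 9629 for r3 and r5 against r2 and r4 (3868). Without a filter there were 57 for r2. The plain analysis of variance at an unadjusted p gave 4958 for m, 3710 for r1, 2579 for r2, 3054 for r4, 2568 for r5 and 6599 for r3 and r5 against r2 and r4, and after Benjamini-Hochberg adjustment 932, 229, 12 and 161 for m, r1, r2 and r4 and 1650 for r3 and r5 against r2 and r4. With no intensity trend there were 983 for m, 207 for r1, 40 for r2 and 2000 for r3 and r5 against r2 and r4. Array weights gave 6592 for m, 4118 for r1, 2203 for r2, 5108 for r3 (10167) and 678 for r5. Without both r3 arrays there were 236 for r2, 3720 for r4 and 1634 for r5. With the covariate there were 16 for m, 11 for r1, 62 for r4, 19 for m and r1 (5591), and by limma 0 for r2, 0 for r3 and 0 for r3 and r5 against r2 and r4, where 1200, 1648 and 1771 had an unadjusted p under 0.05. The covariate differs mostly between regions and was fitted beside the region means, so its slope rests only on gaps between arrays of the same region. Carried over to the gaps between regions, this slope makes the region differences imprecise.

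With the set as a replicate block, 51 probe sets were called for r2, and the other counts of probe sets moved by less than 1.5 times. It ended the calls of HOXA3 (adjusted p = 0.054), HBBR (0.0705) and HBZ (0.0705) in r2, of FGF3 (0.0659) and COL3A1 (0.0588) in r4 and of the housekeeping list in r2 (camera adjusted p = 0.0514), and changed no other call of a gene tested under each alternative or of a list test.

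Leaving out 1 array, whose region then has a lone sample assumed to vary like the others, gave 5286 to 10536 probe sets that differed between regions, 139 to 5472 for m, 29 to 4259 for r1, 0 to 2236 for r2, 7852 to 11748 for r3, 56 to 1459 for r4, 67 to 1146 for r5, 2585 to 8833 for m and r1, and 859 to 8430 for r3 and r5 against r2 and r4. For single regions the lowest counts came without an array of the region itself (m: 139 and 153, r1: 29 and 37, r2: 0 and 0, where 929 had an unadjusted p under 0.05 without set 1, r5: 67 and 74, r4: 56 without set 1), and for r3 and r5 without set 1 of r2. The highest came without set 2 of r3, and without set 1 of r3 there were 4180 for m, 2302 for r1, 603 for r2, 1088 for r4 and 872 for r5. Other arrays moved the count of m to 888 to 1116 (r1 or r2 arrays), of r1 to 163 to 280 (m, r2 or r5 arrays) and 831 (set 2 of r4), of r2 to 25 to 34 (arrays of m, r1 or r5, or set 1 of r4), of r4 to 117 to 156 (m, r1, r2 or r5 arrays), of r5 to 233 to 242 (set 1 of m, r1 or r2 arrays), of m and r1 to 2585 to 3196 (m or r1 arrays), and of r3 and r5 to 1184 to 2563 (set 2 of r4, set 2 of r2, r5 or m arrays, or set 1 of r1).

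Of 152 list tests, 58 passed with the preset correlation and 0 with an estimated one, where the lowest adjusted p from camera was 0.0522, and 48 to 59 passed when 1 array was left out. The first principal component held 44.6% of the variance and 39.4% after quantile normalisation, 66.8% without scaling, 41.9% without the floor, 47.3% with a pseudocount, 30.6% without a filter, 59.6% with a filter at the 65th percentile, 58.3% with a deposited signal above 20, 34.0% on linear ratios and 34.7% without both r3 arrays, and 35.2% to 44.9% when 1 array was left out, the lowest without set 1 of r3. The share of variance between regions, 69.9%, was 66.4% after quantile normalisation, 75.3% without scaling, 58.4% without a filter, 78.9% with a filter at the 65th percentile and 77.2% with a deposited signal above 20. Of the 12 arrays, 9 to 12 were closest to their replicate.

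The log2 fold change of EEF1A1 in r3 turned from 0.80 to −0.14 after quantile normalisation and −0.16 without scaling, and that of HSP90AA1 in r3 against the mean of the other 5 regions from 0.94 to −0.025 without scaling. With the covariate HSPH1 in r3 had 0.72, UBE2R2L −0.83 and SPIN1L 0.61, all of the opposite sign and none past the threshold. Of the other values, for single genes and for the correlation between the replicates of a region, 3082 stayed the same, which for genes means direction and side of the threshold. For genes, 358 kept their direction and no longer passed. The 23 that moved were correlations, which have no threshold and changed by at least 0.128, their SD over the regions. Signals near the floor limit what can be measured, above all in r3.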

Differences from the paper's values

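For Otx2, the paper's normalised expression is about 26 in m and about 4.5 in r1 (Fig. 5, read by eye), and here it was 52.5 and 8.76. Of the alternatives set before the data were examined, none brought either value to the paper's. Only quantile normalisation, no scaling, the mean of the probe sets and left-out arrays can move such a value. This holds for Fgf8 and Hoxb1 below as well. The ratio of m to r1 is about 5.8 in the paper (Fig. 5, read by eye) and was 6.0 here, so that a common factor closes both gaps, and which values entered the median of the figure is not settled from its legend.

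For Fgf8, the paper's normalised expression is about 24 in m and about 22 in r1 (Fig. 5, read by eye), and here it was 4.30 and 11.2. No alternative set before the data were examined brought the m value to the paper's, and the r1 value was 32.6 without set 1 or set 2 of m or of r2, and 29.2 without set 1 of r1, which fall within 1.5 times of it, while the others do not, among them 35.9 without set 2 of r1 and 6.74 without any 1 array of r3, r4 or r5. The m value was 12.5 to 12.6 without any 1 array of m, r1 or r2 and 2.59 without any 1 array of r3, r4 or r5. The ratio of m to r1 is about 1.1 in the paper (Fig. 5, read by eye) and was 0.385 here, which a common factor does not close.

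For Hoxb1, the paper's normalised expression is about 20 in r4 and about 5.6 in r5 (Fig. 5, read by eye), and here it was 81.0 and 21.8. With the mean of the gene's probe sets, set before the data were examined, the values were 41.7 in r4 and 11.3 in r5, and without scaling 12.9 in r5, which differ from the paper's by less than the SD of the 2 arrays of the main probe set (27.5 in r4 and 8.46 in r5) but are still over 1.5 times the paper's, and the values under the other alternatives differ by more. The mean includes a probe set that did not differ between regions. The ratio of r4 to r5 is about 3.6 in the paper (Fig. 5, read by eye) and was 3.72 here, so that a common factor closes both gaps.

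The paper states that the r3 replicates are the least similar of the set, and its own value for r3 in the condition tree, 0.682, is the lowest of its 6. The paper calls these values distance relationships, from a Pearson similarity measure, and as distances they would make r3 the closest pair. Here r3 had the lowest uncentred correlation between replicates (0.863) and the largest distance in the space of 3 components (4.64), while its centred correlation (0.496) was the second highest of the 6 regions.

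The paper states that Otx2 is enriched in the midbrain samples only. Here it was higher in m, with a log2 fold change of 5.92, and also in r1, with 2.82 (adjusted p = 0.00234 from limma), where a second probe set had 1.93 (adjusted p = 0.108).

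The paper's figure shows Fgf8 at like levels in m and r1. Here the r1 level was 11.2 and the m level 4.30, both above r2 to r5.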

Other observations

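The tests of 2 groups of arrays against other splits were set before the results were seen, as were the lists below, and the covariate was chosen after. Lists were tested with limma's camera.

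Genes of neural crest and neuronal differentiation were lower in m than in the mean of the other 5 regions. Of 23 crest genes, 8 were lower and 1 higher (9 and 2 when adjusted over the list alone, camera adjusted p = 2.19e-06, and adjusted p = 0.0522 with an estimated correlation), among them SNAI2 with a log2 fold change of −2.27 (adjusted p = 5.63e-05). Of 21 neuronal genes, 8 were lower and 2 higher, or 1 higher with the set as a block (11 and 4 when adjusted over the list alone, camera adjusted p = 7.61e-05, and adjusted p = 0.164 with an estimated correlation), among them the neurofilament gene NEFM with −4.01 (adjusted p = 7.81e-07). Without set 1 or set 2 of m, 3 or 4 crest genes and 2 or 3 neuronal genes were lower in m, and 5 neuronal genes were lower without any 1 array of r1 or r2 or set 1 of r5. Of the higher ones, neuronal genes numbered 0 to 1 without any 1 array of m, r1, r2 or r5, 0 after quantile normalisation and 5 without either r3 array, and crest genes 0 without set 2 of m and 2 without either r3 array. With the 3′ over 5′ ratio as a covariate, limma called 0 crest genes lower in m (8 at an unadjusted p under 0.05) and 1 neuronal gene lower and 0 higher (6 and 1 unadjusted). The ventral list had 5 of 15 genes higher in r4 and 0 lower (5 and 0 when adjusted over the list alone, camera adjusted p = 0.0211, and adjusted p = 0.262 with an estimated correlation), with SULF1, for a sulfatase of the cell surface, at 1.42 (adjusted p = 0.00136). Without set 1 of m, set 1 of r4 or set 2 of r4, 1 of the ventral genes was higher, as with the covariate, and 2 to 3 were without set 2 of m, set 2 of r5 or any 1 array of r1 or r2. Without scaling SULF1 (adjusted p = 0.313), LMO1 (0.307), SLIT3 (0.539) and PTCH1 (0.848) of the ventral list did not pass in r4, and with no intensity trend LMO1 (0.0774), SLIT3 (0.059) and PTCH1 (0.0814) did not. The dorsal list had 3 of 13 genes higher and 5 lower in m (5 and 6 when adjusted over the list alone, camera adjusted p = 0.0984, and adjusted p = 0.246 with an estimated correlation), with WNT3A at 1.92 (adjusted p = 0.00112) and BMP5 at −1.80 (adjusted p = 0.00486). The dorsal counts were 1 higher and 0 lower without set 1 of m, 0 and 1 without set 2 of m, 1 and 3 without any 1 array of r1 or r2, 2 and 3 without set 2 of r5, 5 and 7 or 5 and 6 without set 1 or set 2 of r3, and 1 and 7 after quantile normalisation. BMP5 did not pass without 1 or the other m array (adjusted p = 0.132 and 0.0939) or without scaling (0.0831), and WNT3A did not without set 2 of m (0.057). With the covariate 1 dorsal gene was higher and by limma 0 lower (4 unadjusted). In the forebrain and eye list of 6, PAX6 alone was lower in r1, and the list test gave an adjusted p = 0.0369, and adjusted p = 0.246 with an estimated correlation.

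Markers of tissue around the neural tube differed too. Of 14 genes of head mesoderm, somite and notochord, 2 of them on another list, 7 were lower and 2 higher in m and r1 (8 and 2 when adjusted over the list alone, camera adjusted p = 0.0063, and adjusted p = 0.125 with an estimated correlation), with TWIST1 at −2.93 (adjusted p = 8.06e-04) among the lower ones. The 2 higher ones were genes of the notochord and the organiser, CHRD at 2.29 (adjusted p = 2.99e-05) and TBXT at 1.99 (adjusted p = 0.0134). Without set 1 of m or either r1 array, 3 genes of the list were lower, and 4 without set 2 of m or set 2 of r2, and TBXT did not pass without set 2 of m (0.0692), without 1 or the other r1 array (0.0565 and 0.0626) or in the plain analysis of variance (0.0888), which left 1 higher in the first 3 cases. Of 14 genes of blood and endothelium, 7 were lower and 0 higher in m and r1 (7 and 0 when adjusted over the list alone, camera adjusted p = 2.28e-05, and adjusted p = 0.0657 with an estimated correlation), with the endothelial gene EGFL7 at −1.52 (adjusted p = 8.97e-05) and the globin gene HBE at −2.22 (adjusted p = 0.00194). In r2, 2 genes of this list, HBZ and HBBR, were higher than in the mean of the other 5 regions and 0 lower. With the set as a block, after quantile normalisation or with the covariate, 0 were higher in r2. Of 19 genes of surface ectoderm and otic placode, 6 of the list on another list, 3 were higher and 3 lower in r3 (3 and 3 when adjusted over the list alone, camera adjusted p = 0.0369, and adjusted p = 0.183 with an estimated correlation), where the median was −0.07 and the test pointed upward. Of 11 genes of endoderm and heart, 2 were higher and 2 lower in m (2 and 2 when adjusted over the list alone, camera adjusted p = 0.279, and adjusted p = 0.406 with an estimated correlation), 0 and 0 without set 1 of m, 0 and 1 without set 2 of m, and 1 and 2 without set 2 of r5 or any 1 array of r1 or r2. With the covariate, limma called 0 genes of head mesoderm, somite and notochord (1 higher and 4 lower at an unadjusted p under 0.05) and 0 of blood and endothelium (4 lower unadjusted) in m and r1, 0 of surface ectoderm and otic placode in r3 (2 higher and 2 lower unadjusted) and 0 of endoderm and heart in m (1 lower unadjusted).

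In r3, where the control transcripts had a GAPDH ratio of 3′ over 5′ signal of 41.7 and 42.9, 17 of 25 genes of the cell cycle were lower and 0 higher (18 and 1 when adjusted over the list alone, camera adjusted p = 0.0156, and adjusted p = 0.632 with an estimated correlation), with PCNA at −3.96 (adjusted p = 7.61e-06), MCM5 at −2.60 (adjusted p = 2.47e-06) and E2F1 at −3.20 (adjusted p = 1.75e-06). Of 20 stress and immediate early genes, 14 were lower and 1 higher (14 and 2 when adjusted over the list alone, camera adjusted p = 0.535, and adjusted p = 0.821 with an estimated correlation), 8 lower without set 1 of r3 and 2 higher without set 2 of r2 or set 2 of r3, with HSP90AB1 at −2.37 (adjusted p = 6.32e-06). Of 14 housekeeping genes, 7 were lower and 4 higher (8 and 4 when adjusted over the list alone, camera adjusted p = 0.792, and adjusted p = 0.906 with an estimated correlation), 4 lower without set 1 of r3, with RPS7 at 1.39 (adjusted p = 1.67e-04) and RPLP0 at −2.82 (adjusted p = 2.68e-06), and the list median was −0.53 where camera pointed upward. Of 5 genes of the W chromosome, 1 was higher and 1 lower, or 2 lower with the set as a block (1 and 1 when adjusted over the list alone, camera adjusted p = 0.365, and adjusted p = 0.481 with an estimated correlation), with 0 lower without set 1 of r3 and 2 of each without set 2 of r3. Without set 2 of r2, 1 cell cycle gene was higher. RPS7 did not pass without scaling (adjusted p = 0.203). After quantile normalisation 14 cell cycle, 9 stress and 6 housekeeping genes were lower and 2 of each list higher, as were 2 W genes, and with the covariate limma called 0 genes of these 4 lists (5 cell cycle and 2 stress genes lower at an unadjusted p under 0.05, and 0 of the other lists), so that PCNA, MCM5, E2F1, HSP90AB1, RPS7 and RPLP0 did not pass.

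Across the 6 regions, the value the paper gives for each replicate pair, which it calls a distance, and 1 − r here had Pearson's r = 0.881 (exact permutation, two-sided, p = 0.025, Benjamini-Hochberg adjusted over 3 relations 0.075) and Spearman's rho = 0.771 (exact permutation, p = 0.103, adjusted 0.309). Without the 2 regions farthest from the median r was 0.077, so the relation rests on those regions. With the uncentred correlation rho was −0.03 (exact permutation, p = 1), and with the distance in the space of 3 components 0.086 (exact permutation, p = 0.919).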
